A study of Homo sapiens with 4 samples. Its data were reported in "3D genome organization contributes to genome instability at fragile sites" (2020).

How the data were processed

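Nascent RNA was measured by Bru-seq in BJ-hTERT cells, human foreskin fibroblasts immortalized with telomerase. In Bru-seq, bromouridine (Bru) is added to living cells, is taken into RNA made during the labelling time, and lets that RNA be pulled down with an antibody and sequenced, so that reads cover introns as well as exons of genes being transcribed. Cells were labelled with 2 mM Bru for 30 min. The 4 libraries comprised 2 of untreated cells (control replicates 1 and 2) and 2 of cells grown with 200 nM aphidicolin (APH), a DNA polymerase inhibitor, for 24 h (APH replicates 1 and 2). Groups and replicate numbers were taken from the sample titles. The study's cell culture methods name caffeine beside APH for treatment before fixation. The paper does not state whether the cells of these libraries received caffeine.

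The authors removed reads that matched ribosomal, mitochondrial and viral sequence with Bowtie2 and mapped the rest to hg38 with STAR on a GENCODE index, from strand-specific libraries, and tested differences with DESeq2 without a prior on the fold change. The program that counted reads per gene is not stated. The deposited estimated counts per gene cover the whole gene span, are not normalized and hold fractions for many genes. Whole numbers made up 43.6% to 48.3% of the values per library. This share leaves out genes at 0, since 29675 of 57733 genes had a count in control replicate 1. The deposited RPKM values, made by the authors, are reads per kilobase of an effective gene length and by depth of the library. Each table listed 57733 genes, and the series tables held the same values as the tables per library in 8 of 8 columns. Of 57688 Ensembl identifiers, 56995 were found in GENCODE v44, and 56963 of these overlapped in position; gene types and GC content of the gene span were taken from that annotation and the hg38 sequence. A further 45 genes of the pseudoautosomal Y copy were listed at 0 throughout. Of 13351 genes with at least 50 counts in every library, 1218 (9.12%) had an RPKM more than 1.1 times what their count gives, and 617 (4.62%) more than 2 times, so that the counts and the RPKM treat the reads of some genes differently, as they would where genes overlap. Values of such genes are uncertain.

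The total estimated count was 65703110 for control replicate 1, 66255316 for control replicate 2, 58058140 for APH replicate 1 and 57477739 for APH replicate 2. The 10 genes with the most counts took 2.96% to 3.48% of each library. Whether counting error or the number of libraries limited the precision for expressed genes was not tested. With 2 libraries per group, 3 splits of the 4 libraries exist, and a two-sided exact permutation test of libraries cannot give a p below 0.333. Spreads over replicates are therefore given as SD over 2 libraries, and p-values come from models fitted across genes.

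The design had assumed whole counts. The deposited estimated counts were rounded to whole numbers and tested with the DESeq2 Wald test (DESeq2 1.42.0, R 4.3.3), with no prior on the fold change, as in the study's methods, and no covariate, over 24964 genes with at least 10 counts in total. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as called. Large genes were those with a span of more than 300 kb. Gene lists were tested with camera on the Wald statistics (limma 3.58.1, preset inter-gene correlation 0.01, two-sided) among 9863 genes with a mean RPKM of at least 0.5, with Benjamini-Hochberg adjustment over 9 lists. A list value is the median log2 fold change of the members minus that of the other expressed genes, and its spread is the pooled SD between replicates of the same quantity in single libraries. The lists were the large gene set, 95 transcribed large genes with delayed replication that overlap a boundary of a topologically associating domain (TAD), which carry the study's fragility signature, 24 such genes within a TAD, which lack the boundary and serve the study as a comparison, both as listed by the study, and 6 lists from general knowledge: 50 p53 targets, 43 S phase genes, 56 G2/M genes, 57 replication-dependent histone genes, 31 immediate-early genes and 38 interferon-stimulated genes. All listed symbols were found in the tables. The large gene set shared 119 genes with other lists, the p53 targets shared 1 and the S phase genes shared 1. The study picked the genes of both lists in part on their level in these libraries.

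Genes were named by a rule: large genes that the study's text names, the 5 called genes with the largest rise and fall, the 3 members with the smallest p of each list that passed, and the 3 large called genes with the largest rise and fall. No gene met the conditions that needed a call. Of the large genes named by the study, 11 are given and 1 is not reported here. Genes outside the rule are stated to have been chosen after their values were seen. Lists, tests, the naming rule and most alternatives were fixed before the data were examined. The alternatives were edgeR (4.0.16) quasi-likelihood tests, TMM factors, other count filters, the replicate number as a block, a correction for gene length, limma on log2(RPKM + 0.1) and log2(RPKM + 1), an added fold change threshold, fry on voom values, other length and level limits, and leaving out each library. Further alternatives were chosen after seeing the data. These were a correction for GC content, the block in edgeR, DESeq2 on genes with a mean RPKM of at least 0.5, a camera test with estimated inter-gene correlation and a ranking among protein-coding genes longer than 5 kb. The length and GC corrections used a loess trend (span 0.3) of each library's deviation on the covariate.

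The tests were tried on simulated counts drawn with the means, library sizes and dispersions of these genes. With 200 genes changed 2-fold, DESeq2 called 70 of them (35.0%) and 14 unchanged genes, and edgeR called 24 (12.0%) and 15 unchanged genes. With 200 genes changed 4-fold, DESeq2 called 158 (79.0%) and 26 unchanged genes, and edgeR called 160 (80.0%) and 34 unchanged genes. Camera found 20 of 20 simulated lists of 50 genes raised by 0.4 on the log2 scale and 0 of 20 unchanged lists. At an unadjusted p under 0.05, fry and camera with an estimated correlation also found 20 of 20 raised and 0 of 20 unchanged lists each, with a fry p of 0.000520 to 0.0470 for the raised lists. Genes in these simulations varied independently of each other, and the adjustment over 9 lists was not simulated. Replication timing, chromatin contact and microscopy data of the study were not used here.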

Results

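To ask whether mild replication stress changes transcription, nascent RNA of BJ-hTERT fibroblasts was compared between 2 control libraries and 2 libraries of cells treated with APH. Total estimated counts ranged from 57477739 to 66255316 per library. Between 9794 and 9997 genes per library had an RPKM of at least 0.5. Log2 normalised counts of the 9863 expressed genes had a Pearson r, across genes, of 0.990 between the control libraries and 0.990 between the APH libraries, while the 4 pairs of a control and an APH library gave 0.991 to 0.993. The SD of the log2 ratio across genes was 0.49 between the control libraries and 0.50 between the APH libraries. For pairs of an APH and a control library it was 0.41 to 0.46. Thus libraries of the same group differed from each other by more than libraries of different groups. In a principal component analysis the first component (44.1% of the variance) separated replicate 1 of both groups from replicate 2 of both groups, the second (34.1%) separated control replicate 1 and APH replicate 2 from the others, and the third (21.8%) separated control from APH.

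No gene passed an adjusted p under 0.05 between APH and control among 24964 genes tested with DESeq2. At an unadjusted p under 0.05 there were 231 genes (0.925%), 136 higher and 95 lower with APH, where chance alone gives 5%. The smallest DESeq2 adjusted p was 0.10. Of 889 large genes tested, 0 were called and 18 (2.02%) had an unadjusted p under 0.05. The alternative that moved the count most gave 1 called gene. Each replicate number holds 1 library per group, so that no test within a number was possible. The genes at the smallest adjusted p, chosen after their values were seen, were MAMDC2, LINC01435, TP53INP1 and LINC01021. MAMDC2 (chromosome 9, 70043581 to 70226970, hg38) rose by 1.58 ± 0.35 (log2, SE), LINC01021 (chromosome 5, 27472292 to 27496401) rose by 1.49 ± 0.34 and TP53INP1 (chromosome 8, 94925972 to 94949411) rose by 1.31 ± 0.30, each with a DESeq2 adjusted p of 0.10. LINC01435, a large gene on chromosome 10 (107694973 to 108069294), changed by −1.98 ± 0.45 with the same DESeq2 adjusted p of 0.10, from normalised counts of 154 and 330 in the control libraries to 74.6 and 47.8 in the APH libraries.

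**Figure D1:**
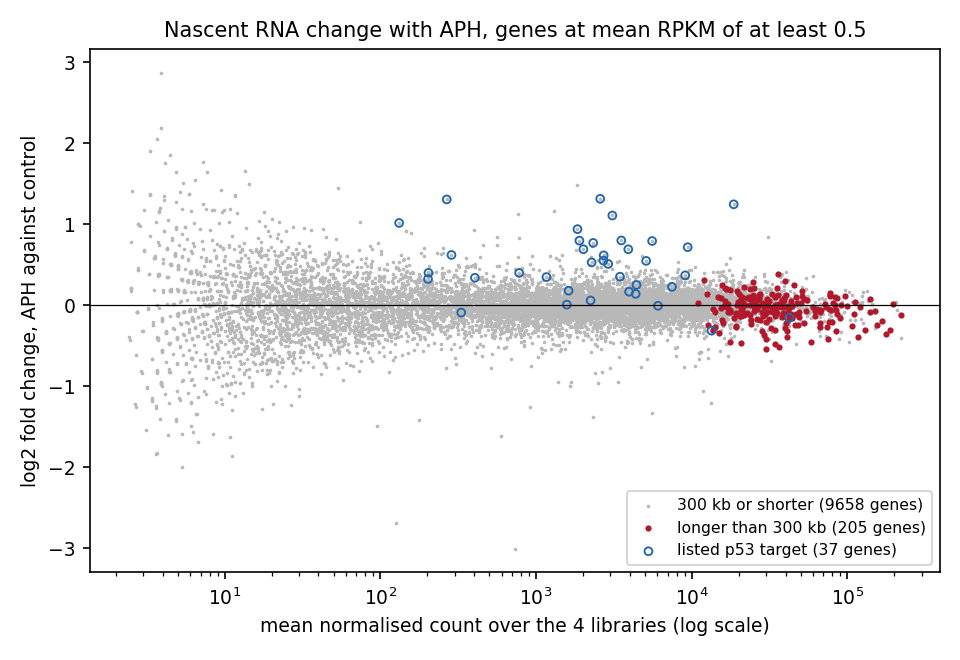
Log2 fold change of APH against control (vertical axis) against the mean normalised count over the 4 libraries (horizontal axis, log scale) for 9863 genes with a mean RPKM of at least 0.5, each point 1 gene. The 205 genes longer than 300 kb (red) lie around 0 (median −0.030), while 33 of 37 listed p53 targets (blue circles) lie above 0, and no gene was called.

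The level of large genes was examined next, because the study relates fragility to large genes transcribed above the median. Of 895 genes longer than 300 kb, 611 (68.3%) had a mean control RPKM above the median of all 57733 listed genes. This median was 0.0015 RPKM, since many listed genes had no reads. The reference set moved this count most. Against the 34033 genes with an RPKM above 0 in a control library (median 0.0921) the number was 356 (39.8%), and among 713 protein-coding large genes ranked with 16425 protein-coding genes longer than 5 kb (median 0.246) it was 274 (38.4%). In that ranking the large genes fell into quartiles of 239 (q1), 200 (q2), 170 (q3) and 104 (q4) from lowest to highest. In the APH libraries 618 large genes (69.1%) were above the median of all genes, and 874 of 895 were on the same side as in the control libraries. Of the 713 protein-coding large genes, 678 were in the same quartile in control and APH.

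The study compares fragile and stable large genes within the bands 2q22 and 22q12. At 2q22, GTDC1 (chromosome 2, 143938068 to 144332534, 394 kb) had 0.421 ± 0.030 RPKM in control and 0.347 ± 0.046 in APH (SD, n = 2), the highest of the 5 large genes there. LRP1B (140231423 to 142131701, 1900 kb) had 0.124 ± 0.048 RPKM in control and 0.124 ± 0.029 in APH. The lncRNA gene TEX41 (144667967 to 145258904) had 0.0192 ± 0.0077 RPKM in control and 0.0207 ± 0.0012 in APH. THSD7B (136765545 to 137677717) had 0.00325 and 0.00336 RPKM, and ARHGAP15 (143091362 to 143768352) had 0.00096 and 0.00089 RPKM, or 31 to 63 counts per library. Among protein-coding genes GTDC1 stood at percentile 57.97 (q3), LRP1B at 43.0 (q2), THSD7B at 26.0 (q2) and ARHGAP15 at 17.6 (q1). At 22q12, TTC28 (chromosome 22, 27978014 to 28679865, 702 kb) had 0.743 ± 0.017 RPKM in control and 0.679 ± 0.120 in APH, at percentile 68.5 (q3). SYN3 (32512552 to 33058372) had 0.00263 ± 0.00062 and 0.00327 ± 0.00008 RPKM, at percentile 24.9 (q1).

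Elsewhere, ADK (chromosome 10, 74151185 to 74709303) had 1.48 ± 0.13 RPKM in control and 1.27 ± 0.04 in APH, and ATXN1 (chromosome 6, 16299112 to 16761490) had 2.32 ± 0.03 and 2.54 ± 0.86. WWOX (chromosome 16, 78099413 to 79212667) had 0.0713 ± 0.0021 and 0.0653 ± 0.0034 RPKM, and FHIT (chromosome 3, 59749310 to 61251459) had 0.00228 ± 0.00101 and 0.00259 ± 0.00054. The log2 fold changes of these 11 large genes ran from −0.29 ± 0.26 (SE, GTDC1) to 0.30 ± 0.41 (SYN3), with DESeq2 adjusted p of 1.00 for each. The sign held whichever library was left out for GTDC1, SYN3, ADK and WWOX, although SYN3 fell to 0.062 without control replicate 2, ADK went from −0.22 to −0.10 without control replicate 1 and WWOX from −0.13 to −0.044 without APH replicate 2. It changed for the other 7. Without APH replicate 2, TTC28 went from −0.13 to 0.069. Without APH replicate 1, ATXN1 went from 0.13 to −0.31. Without control replicate 2, ARHGAP15 went from −0.12 to 0.40, LRP1B from −0.0072 to 0.42 and THSD7B from 0.037 to −0.089. Without control replicate 1, TEX41 went from 0.11 to −0.24 and FHIT from 0.20 to −0.18.

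**Figure D2:**
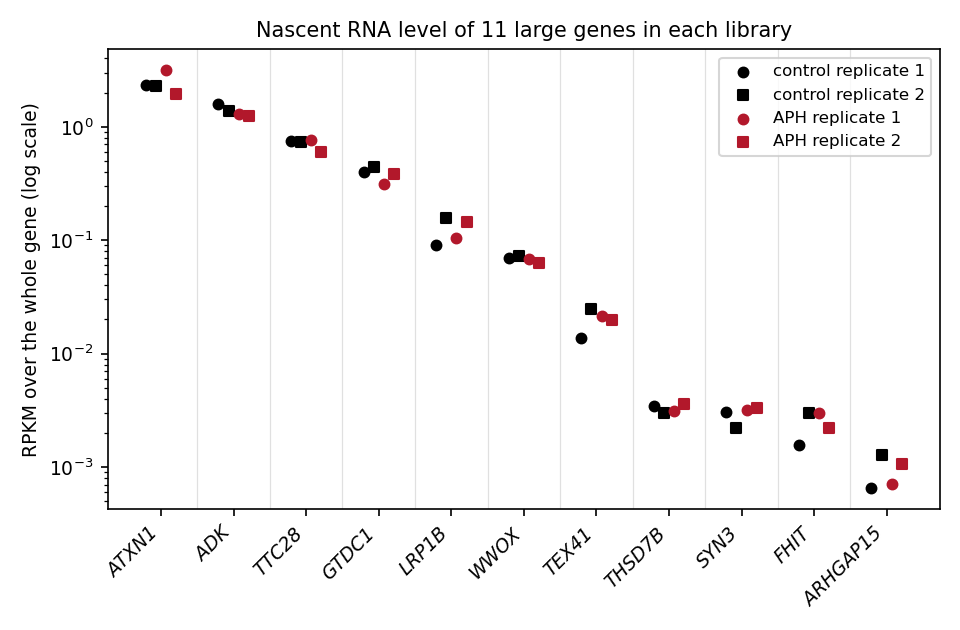
RPKM over the whole gene (vertical axis, log scale) of 11 large genes named by the study (horizontal axis, by falling control level), with 1 point per library (control in black, APH in red, replicate 1 as circles, replicate 2 as squares). Levels range from 2.32 RPKM for ATXN1 to 0.00096 for ARHGAP15 in control, and the APH points lie among or next to the control points for each gene.

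Large genes as a group were then compared with other expressed genes. The 205 expressed large genes had a median log2 fold change relative to other genes of −0.027 (pooled SD 0.13, 83 of 205 higher with APH, camera adjusted p 0.0192). By log2 ratios of normalised counts it was 0.083 between the libraries of replicate 1 and −0.16 between those of replicate 2. By fitted fold changes it was 0.077 without APH replicate 2 and −0.16 without APH replicate 1. The alternatives gave −0.11 (longer than 500 kb) to 0.0097 (mean RPKM of at least 0.1). Of the signature genes overlapping a TAD boundary, 76 were expressed, with a value of −0.060 (pooled SD 0.12, 31 of 76 higher, camera adjusted p 0.00530), 0.046 for replicate 1 and −0.19 for replicate 2. Without APH replicate 2 it was 0.061, and without APH replicate 1 it was −0.17. The 19 expressed delayed large genes within a TAD, the study's comparison list, had −0.071 (pooled SD 0.11, 7 of 19 higher, camera adjusted p 0.281), 0.13 for replicate 1 and −0.22 for replicate 2, and 0.035 without APH replicate 2 or 0.0008 without control replicate 2. All 3 values were smaller than the spread between replicates. The difference between these lists was not tested. Adjusted over the list alone, 1 of 889 large genes (LINC01435) and 0 genes of both study lists were called, against 0 over all genes tested. For the study lists, which were picked in part on these libraries, the count over the list is not independent evidence.

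Across expressed genes, length and the APH log2 ratio had a Spearman rho of 0.015, where genes are not independent replicates. Single pairs of an APH and a control library gave −0.054 to 0.075, and the background was −0.017 between the control libraries and −0.093 between the APH libraries. Leaving out a library gave −0.046 (without APH replicate 1) to 0.098 (without APH replicate 2).

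Lists of genes that respond to stress or to the cell cycle were tested in the same way. The 37 expressed p53 targets had a value of 0.51 (pooled SD 0.22, 33 of 37 higher with APH, camera adjusted p 3.86e-45), 0.66 between the libraries of replicate 1 and 0.20 between those of replicate 2. It ranged from 0.31 without APH replicate 1 to 0.69 without APH replicate 2. The G2/M genes had 0.091 (pooled SD 0.31, 39 of 54 higher, camera adjusted p 0.000244), with −0.11 for replicate 1 and 0.47 for replicate 2, and −0.18 without control replicate 2 and 0.49 without control replicate 1. The S phase genes had −0.096 (pooled SD 0.36, 9 of 36 higher, camera adjusted p 0.000393), with −0.61 for replicate 1 and 0.35 for replicate 2, and 0.14 without control replicate 1 and 0.081 without APH replicate 1. The interferon-stimulated genes had 0.39 (pooled SD 1.00, 26 of 27 higher, camera adjusted p 4.92e-06), with 1.92 for replicate 1 and −0.61 for replicate 2. That value was −0.30 without control replicate 1 and −0.036 without APH replicate 1, against 1.61 without control replicate 2. The immediate-early genes had −0.078 (pooled SD 0.38, 7 of 23 higher, camera adjusted p 0.0339), with 0.24 for replicate 1 and −0.49 for replicate 2, and 0.38 without control replicate 2. The histone genes had −0.015 (pooled SD 0.54, 20 of 42 higher, camera adjusted p 0.636), with −0.61 for replicate 1 and 0.30 for replicate 2, and from −0.65 without APH replicate 2 to 0.35 without APH replicate 1. Of the 9 lists, 7 passed 0.05 with the preset correlation and 0 of these 7 calls held under fry (adjusted p 0.816 for each list) or with an estimated correlation (adjusted p from 0.434 for the p53 targets upward). Camera with the preset also passed lists when the split mixed the treatments. For control replicate 1 and APH replicate 2 against the others, the camera adjusted p was 2.46e-08 for the p53 targets. There it was 1.13e-49 for the interferon-stimulated genes. For replicate 1 against replicate 2 the p53 targets did not pass (camera adjusted p 0.310). A pass in this test therefore does not by itself mark an effect of APH. Only the p53 targets had a value beyond the pooled SD and the same sign in all 4 pairs of an APH and a control library.

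**Figure D3:**
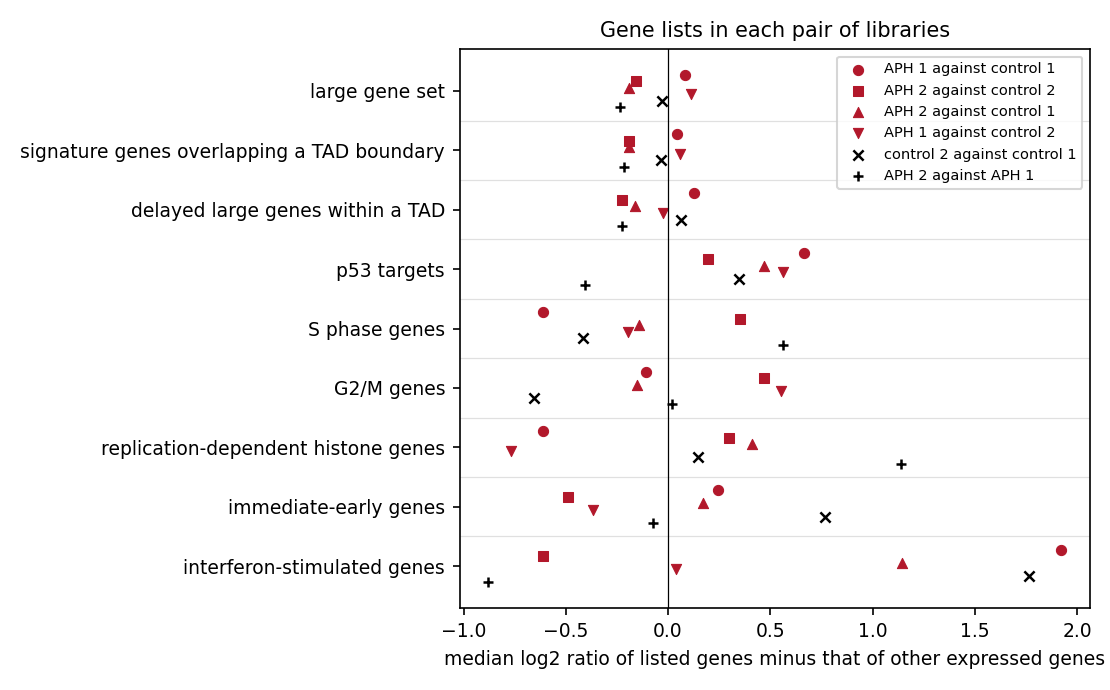
Median log2 ratio of each list's members minus that of other expressed genes (horizontal axis) for each list (vertical axis), with 1 point per pair of libraries (APH against control in red, libraries of the same group in black). The p53 targets lie from 0.20 to 0.66 in the 4 APH against control pairs, with 0.35 and −0.41 for the same-group pairs, and each other list has points on both sides of 0 among its red points.

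Adjusted over the list alone, 10 of 49 p53 targets tested with DESeq2 and 1 of 43 S phase genes (CDCA7) were called, and 0 in the other 4 lists of this group, against 0 over all genes tested. Of the p53 targets, 17 had an unadjusted p under 0.05 and all 17 were higher. Besides TP53INP1, the members with the smallest p were MDM2 (chromosome 12, 68808176 to 68850686), which rose by 1.25 ± 0.33 (log2, SE, DESeq2 adjusted p 0.537), and CDKN1A (chromosome 6, 36676460 to 36687339), which rose by 1.11 ± 0.36 (DESeq2 adjusted p 1.00). Normalised counts of MDM2 were 10038 and 12014 in control and 34367 and 17934 in APH replicates 1 and 2. Those of CDKN1A were 1737 and 2178 in control and 5867 and 2573 in APH. Without APH replicate 1, MDM2 was at 0.70 and CDKN1A at 0.39. Among S phase genes CDCA7 changed by −1.23, MCM6 by −0.78 and MCM5 by −0.75. Without control replicate 1 these 3 were at −0.87, −0.49 and −0.13. Among G2/M genes CCNB2, whose RPKM is 1.14 times what its count gives, changed by 0.46, TTK by 0.37 and KIF20B by 0.36. Without control replicate 2 these 3 were at 0.13, 0.19 and 0.089. Of the immediate-early genes MYC changed by −0.59 (−0.17 without control replicate 2), EGR3 by 0.77 (−0.035 without APH replicate 1) and FOSB by 0.87 (0.18 without APH replicate 2). Of the interferon-stimulated genes OASL changed by 1.23 (0.41 without APH replicate 1), IFIT2 by 0.62 (0.024 without control replicate 1) and STAT2 by 0.50 (−0.14 without APH replicate 1). The RPKM of IFIT2 is 1.49 times what its count gives, so its value is uncertain. For the large gene set these members were LINC01435, SORCS1 (−1.26) and ASTN2 (1.04, and 0.57 without APH replicate 1). For the signature genes overlapping a TAD boundary they were KCNQ5 (−0.52, and −0.038 without control replicate 1), MAGI2 (−0.45, and −0.20 without APH replicate 2) and RGS7 (−0.53, and −0.049 without APH replicate 2). None of these genes passed a DESeq2 adjusted p of 0.05. CDCA7, EGR3, FOSB, OASL, LINC01435, SORCS1, ASTN2 and RGS7 had a mean RPKM under 0.5. The list values and camera p given above therefore do not include them.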

Values the study reported

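The study reported that APH had no effect on gene expression measured by Bru-seq. It counted 638 large genes, of which 442 (69%) overlapped a TAD boundary. Of 119 transcribed large genes with delayed replication, 95 (80%) overlapped a TAD boundary. It gave the length of GTDC1 as 386 kb. By quartile of expression, it placed GTDC1 in q3, LRP1B in q2, TTC28 in q4, and ARHGAP15, TEX41 and THSD7B in q1, and it described SYN3 as silent.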

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

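The count of called genes was 0 under 13 of 14 alternatives and 1 under the replicate block, where LINC01021 had a DESeq2 adjusted p of 0.0359. Across the alternatives 80 to 715 genes had an unadjusted p under 0.05, and the count of called large genes was 0 under all 14. No call was made with a library left out, since a group then holds 1 library.

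Same-numbered libraries were not taken as pairs, since there are only 2 such sets and the labels do not say that a number marks a batch. The values do split by number: deviations from the group means had r = 0.13 across genes between same-numbered libraries, the first principal component (44.1%) separated the numbers, and the identifiers in the sample descriptions lie close together within a number. With the replicate block the p53 targets stayed at 0.53 and the immediate-early genes at −0.078 (camera adjusted p 0.0787), and no other list call changed. With the block and length correction together the large gene set was −0.012 and the immediate-early genes −0.089, both past no threshold. In the edgeR fit with a replicate block the histone genes were at −0.057 (camera adjusted p 0.0450, over the alternatives 0.0450 to 0.839) and the immediate-early genes at −0.079 (not past it).

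No list call held under fry or with the estimated correlation, which share the same fitted changes: large gene set −0.038, signature genes overlapping a TAD boundary −0.054, p53 targets 0.52, S phase −0.12, G2/M 0.14, immediate-early −0.080 and interferon-stimulated 0.60. The estimated correlation takes account of members that move together between libraries of a group, which a preset of 0.01 does not. The large gene set also lost its call with the length correction (−0.012), limma on log2(RPKM + 0.1) with either filter (−0.034) and a limit of 250 kb (−0.013), and changed sign with a mean RPKM of at least 0.1 (0.0097). The immediate-early genes lost theirs with edgeR and TMM (−0.077), limma on log2(RPKM + 0.1) with either filter (−0.078), limma on log2(RPKM + 1) (−0.069) and a mean RPKM of at least 0.1 (−0.025). The cause was not tested. The p53 targets kept sign and call under the other 14 alternatives, from 0.28 with limma on log2(RPKM + 1) to 0.53.

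With each library left out in turn, the p53 targets ranged from 0.31 to 0.69. The ranges crossed 0 for the large gene set (−0.16 to 0.077), signature genes overlapping a TAD boundary (−0.17 to 0.061) and delayed large genes within a TAD (−0.17 to 0.035), S phase (−0.43 to 0.14), G2/M (−0.18 to 0.49), histone (−0.65 to 0.35), immediate-early (−0.31 to 0.38) and interferon-stimulated genes (−0.30 to 1.61), and for the length trend (−0.046 to 0.098). Large genes above the median numbered 611 to 755, against 356 when ranked with genes above 0 RPKM and 274 among protein-coding genes.

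Of 32 named genes, LRP1B reversed with all libraries kept: 0.028 with the replicate block, 0.11 with the length correction, 0.12 with both, 0.0098 and 0.0003 with limma on log2(RPKM + 0.1) and log2(RPKM + 1), and 0.020 with the edgeR block, around a main value of −0.0072. The other 378 of 384 values kept direction and side of the threshold. With a library left out, 13 values reversed: the ranges were −0.50 to 0.40 for ARHGAP15, −0.34 to 0.42 for LRP1B, −0.24 to 0.56 for TEX41, −0.089 to 0.17 for THSD7B, −0.37 to 0.069 for TTC28, −0.31 to 0.47 for ATXN1, −0.18 to 0.71 for FHIT, −0.035 to 1.29 for EGR3 and −0.14 to 0.94 for STAT2. A further 19 moved by more than the spread between replicates. Fewer than 100 normalised counts stood behind ARHGAP15 in each library.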

Other observations

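The tests of matched lists, of single members, of overlapping reads and of the corrections in the comparison of replicate numbers were written before their values were seen; the others were chosen after.

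The split of the libraries by treatment called fewer genes than the other splits. The counts were 0 for control against APH (231 at an unadjusted p under 0.05), 295 for replicate 1 against replicate 2 (2173) and 96 for control replicate 1 and APH replicate 2 against the others (949). Calls were thus possible with 2 libraries per group. In simulated counts of that size DESeq2 called 70 of 200 genes changed 2-fold and 158 of 200 changed 4-fold. With edgeR the numbers were 24 and 160. Many 2-fold changes would therefore be missed, and the 0 calls do not exclude them. Changes of 2-fold or less, or changes in genes that vary between replicates, remain open. The real test had 0.925% of genes under an unadjusted p of 0.05, below the 4.15% of unchanged genes in the simulation. The simulation may therefore overstate how often real changes would be called.

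The difference between the replicate numbers may be partly technical. GC content and the log2 ratio of replicate 2 to replicate 1 had a Spearman rho across genes of −0.23 for control and −0.19 for APH. The count of genes called between the numbers was 295 with no correction, 107 with a correction for GC content and 360 with a length correction. GC bias between libraries is thus a candidate source of part of these calls, while the count did not fall with the length correction. The genes behind these counts were not compared, and the corrections were not combined. Different culture or labelling days were not tested.

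Inflammatory genes stood out in control replicate 2. These genes were chosen after their values were seen. CXCL8 had normalised counts of 45.2 and 2576 in control replicates 1 and 2 and 58.4 and 268 in APH replicates 1 and 2. IL6 had 918 and 5831 in control and 930 and 1662 in APH, and SOD2 had 2555 and 13411 in control and 2650 and 3683 in APH. MMP3 had 195 and 1602 in control and 96.2 and 493 in APH. The interferon-stimulated genes were lowest in control replicate 1 (−1.25 relative to the mean of the 4 libraries, against 0.61, 0.71 and −0.037 in control replicate 2 and APH replicates 1 and 2). These values also differ between the APH libraries, and the interferon-stimulated list changed sign without control replicate 1 (−0.30) and without APH replicate 1 (−0.036). Changes of that list between APH and control therefore depend on single libraries of both groups. For CXCL8, IL6, SOD2 and MMP3 both APH libraries lay below control replicate 2. No explanation was tested.

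The p53 target list was higher with APH, and a hypothesis is that the treatment may raise p53 target transcription in these cells. Whether that treatment included caffeine is not clear from the study's methods. Several technical explanations are argued against. Of 10000 random lists matched on expression level, length and GC content, 0 had a median as far from their centre as the list's 0.51; they ranged from −0.10 to 0.11. The same test put 0 of 10000 lists beyond the interferon-stimulated genes, which differ as much between control libraries, so it does not show an effect of treatment. The shift was 0.49 after the GC correction, 0.39 without the 5 members that rose most and 0.46 over the 36 members whose count and RPKM were within 10% of each other, each above the pooled SD of 0.22. Variation between cultures unrelated to APH cannot be told apart from the treatment: libraries of the same group differed by up to 0.41 in this list, more than the 0.20 between APH and control replicate 2. Only the real split, 1 of the 3 splits of the 4 libraries, gave a shift as large, and the share cannot fall under 0.05 with 2 libraries per group. The unadjusted p of the list was 0.11 under fry and 0.0482 with an estimated correlation, and neither passed after adjustment over 9 lists. With 2 libraries per group, both tests found 20 of 20 simulated lists raised by 0.4 at an unadjusted p under 0.05. If genes vary independently, the number of libraries alone therefore does not account for the fry p of 0.11. Genes in the simulation did vary independently and the adjustment was not simulated, so the evidence stays weak either way. The hypothesis was not tested on other libraries.

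The 58 expressed genes longer than 500 kb were lower with APH. Their value was −0.11 with DESeq2 fold changes (14 of 58 higher, camera adjusted p 7.48e-05, and 7.48e-05 to 0.839 over the alternatives for the large gene set). It was −0.12 with plain log2 ratios of normalised counts (pooled SD 0.14), the measure used for single libraries. It may reflect 1 library: on that measure, without APH replicate 2 the value was 0.036, and single libraries were at 0.055 and 0.061 in control, 0.086 in APH replicate 1 and −0.20 in APH replicate 2. Loss of nascent RNA over very long genes with APH is therefore not shown. No biological explanation of the difference between the APH libraries was tested.

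TTC28 was in q3 of protein-coding genes, at percentile 68.5, and in q4 among all genes above 0 RPKM, so its class depends on the genes ranked. THSD7B was in q2 of protein-coding genes and q1 among genes above 0 RPKM. LRP1B was in q2 of protein-coding genes and q3, above the median, among genes above 0 RPKM. TEX41 was in q2 among genes above 0 RPKM and by the limits of protein-coding genes. Among all listed genes GTDC1 and TTC28 were in q4, LRP1B, TEX41, THSD7B and SYN3 in q3 and ARHGAP15 in q2. In that ranking the classes, apart from that of TTC28, are higher than those quoted from the study above. Among large genes alone TTC28 was in q4, GTDC1, LRP1B and TEX41 in q3, and THSD7B, SYN3 and ARHGAP15 in q2. There GTDC1 and TTC28 had the classes quoted from the study, while LRP1B, TEX41, THSD7B and ARHGAP15 were higher. TEX41 is higher in each of these rankings. Which genes the study ranked is not clear from its text.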
